A study of Homo sapiens with 10 samples.

How the data were processed

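Long-read RNA sequencing on nanopore instruments was performed on 7 ovarian cancer cell lines in 10 libraries. The lines OVMANA, OVKATE, OVTOKO, SK-OV-3, COV362 and COV504 have 1 PromethION library each. IGROV-1 has 4 libraries, of which 2 were run on the PromethION and 2 on the smaller MinION instrument. Per the labels' protocols, RNA was extracted with a column kit and libraries of all samples were made with the same ligation sequencing kit, with the end-repair step lengthened to 30 min. The labels give total RNA as the molecule and state no poly(A) selection. The basecaller, aligner, quantification tool and its settings, the annotation release and any filter on reads or transcripts are not given in the sources used here. The series' design text states only that the libraries served to benchmark a transcript quantification package.

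For each library the authors deposited an estimated count per transcript, which need not be whole, for the same 99493 transcripts. The authors also deposited a TPM value per transcript. In every library this TPM equalled the CPM of the transcript, which is its count scaled by the library's total, to within 5.6e-11, so it is not divided by transcript length. Levels below are given as CPM. The deposited annotation pairs the transcripts with 57110 gene identifiers. Of these, 722 join several overlapping genes under a single identifier, covering 4502 transcripts, and their counts cannot be assigned to a single gene. Joined genes held 4.57% to 5.96% of the counts of a library. Whether counting used the strand is not stated, so antisense and overlapping genes are uncertain, as are pseudogenes and other near-identical copies that could share reads. All transcripts carry an annotated identifier, and 99233 of them (99.7%) were found in GENCODE 29 on GRCh38. The chromosome, start and end were the same there for 97905 (98.4%). Coordinates below are on GRCh38 and count from 1, and transcript lengths come from GENCODE 29.

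Library totals lay between 1729782 and 3666224 counts with a median of 2287873. Each library had 8437 to 9420 transcripts with an estimate above 0 but under 1 count, so a transcript was called detected at 1 count or more. A count of 0 allows up to 3 counts, and this floor was 0.64 CPM over both IGROV-1 PromethION libraries, 0.43 CPM over both MinION libraries and 1.18 to 1.73 CPM in a library of another line. Intervals for shares of a single library are 95% Wilson binomial intervals. Intervals and floors cover counting error only.

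Samples were grouped by cell line and instrument as the labels give them. The replicates were compared before averaging. The IGROV-1 pairs differed by more than counting noise, with a chi-square per degree of freedom of 4.04 over 10755 genes for PromethION and 6.27 over 11124 genes for MinION, so neither pair holds the same counts under different names. They were treated as replicates because the labels give them as such. Transcript estimates were summed per gene for gene tests. Estimated counts were rounded to whole numbers for count tests, which removed at most 0.026% of a library's counts. Differences between instruments were tested on the 4 IGROV-1 libraries with edgeR 4.0.16 (R 4.3.3), using its quasi-likelihood test, TMM normalization, the default expression filter by group and Benjamini-Hochberg adjustment, two-sided, with calls at an adjusted p under 0.05. Each other line was compared with IGROV-1 PromethION in a fit over all 10 libraries. The residual variation there comes from the IGROV-1 replicates alone, with 2 residual degrees of freedom, and each lone library is assumed to vary like them. The coefficient of biological variation was 11.7% for genes and 14.4% for transcripts. Standard errors were taken from the fold change and the F statistic. Changes in transcript usage within genes were tested with edgeR's exon-level procedure applied to transcripts and a Simes p per gene.

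Each count test was tested on simulated data drawn from the means and sizes of these libraries with 200 changed features. The changed features were taken from those with at least 10 CPM on average, and variation followed the trend with expression. All groups shared the same means apart from the changed features. In the real line comparisons far more than 200 genes were called, so recovery there can differ from the simulated values. A log2 change of 1 between instruments was recovered for 75.5% of changed genes (9868 genes in the step) with 1.9% false calls, and a change of 0.5 for 3.5% (9869 genes). For transcripts, 65.5% were recovered at a log2 change of 1 with 3.7% false calls (13460 transcripts), and 0 of 200 at 0.5 (13461 transcripts). In the line comparison 43.0% of genes were recovered at a log2 change of 1 and 90.5% at 2 (11742 genes). The usage test recovered 73.5% of genes at a log2 change of 2 with 3.3% false calls (2786 genes).

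Libraries were also compared by Spearman correlation across transcripts or genes with a mean of at least 1 CPM. The difference between pairs of one line and pairs of different lines was tested by an exact permutation over the 210 choices of 4 of 10 libraries, one-sided. Correlations across genes or transcripts describe the libraries, and genes are not independent replicates. The length trend, detected transcripts and dominant transcripts were described and not tested. Analyses outside the count tests used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and DESeq2 1.42.0 served as the alternative count test.

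The tests, their samples, the alternatives and the rules for naming genes were fixed before the data were examined. Named genes are the 5 largest rises and 5 largest falls between instruments among called genes whose groups do not overlap. For each other line the rule names the called gene with the largest rise among genes highest in that line, and for IGROV-1 the 3 genes with the largest smallest difference to the other lines. A preset list of 10 genes is counted as a whole, and the values of 9 of them are reported whatever they are. For transcript usage the rule names the 3 called genes with the largest change in share between instruments, and the 3 genes with the largest difference in share between IGROV-1 and another line, with at least 100 counts in each library compared. Alternatives were another scaling (median-of-ratios size factors), no filter, a filter at 10 CPM, DESeq2, counts thinned to equal depth, other sets of libraries in the fit, the replicate number as a block, leaving out each IGROV-1 library in turn, other correlation measures and other count minimums. Not every alternative was run for every result. The labels do not say whether equal replicate numbers on both instruments mark a shared culture or extract.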

Results

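Transcript abundance was measured by nanopore sequencing in 7 human ovarian cancer cell lines. The series served to benchmark transcript quantification, and its design allows 2 kinds of comparison: between instruments within IGROV-1, and between IGROV-1 and each of 6 other lines. The PromethION and the MinION read single molecules through protein pores and differ in scale. IGROV-1 had 2 libraries per instrument, and each other line had 1 PromethION library and therefore no replicate of its own. The PromethION libraries held 1871485 counts (OVMANA), 2021865 (OVKATE), 1729782 (OVTOKO), 1974467 (SK-OV-3), 2552499 (COV362), 2247659 (COV504), 2341102 (IGROV-1 replicate 1) and 2328087 (IGROV-1 replicate 2). The MinION libraries of IGROV-1 were the deepest, with 3666224 and 3236559 counts.

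Between 22489 and 26924 transcripts (median 25319.5) were detected with at least 1 count in a library, and between 13234 and 15588 genes. The setting that moved the number of transcripts most was a minimum of 5 counts, under which the median was 16552. After thinning to an equal depth of 1719908 counts, 22238 to 26271 transcripts were detected. OVMANA then had the fewest and OVKATE the most. At that depth the IGROV-1 libraries gave 22849 and 22777 transcripts on PromethION and 22828 and 23252 on MinION, against 24033 and 23953 on PromethION and 25777 and 25738 on MinION before thinning. Genes with at least 1 count at equal depth numbered 13380 and 13428 on PromethION and 13025 and 13172 on MinION. Only total counts were made equal, and mitochondrial ribosomal RNA took a larger share of them on PromethION.

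The first question was how closely libraries of one line resembled one another. Across 22032 transcripts, the mean Spearman correlation was 0.945 over the 6 pairs of IGROV-1 libraries and 0.710 over the 24 pairs of an IGROV-1 library with another line. The difference was 0.234, and of the 210 ways to choose 4 of the 10 libraries only the real choice gave a difference as large (exact permutation p = 0.0048, one-sided, the smallest this design can give). Across 13369 genes the means were 0.980 and 0.762, a difference of 0.218 (exact permutation p = 0.0048, one-sided, also the smallest possible). These were the 2 comparisons of this family, and the adjusted p of each equals its raw p. The alternative that moved the transcript difference most was the absence of a filter, which gave 0.136. Since the 4 libraries come from a single line, the test concerns these libraries.

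**Figure D1:**
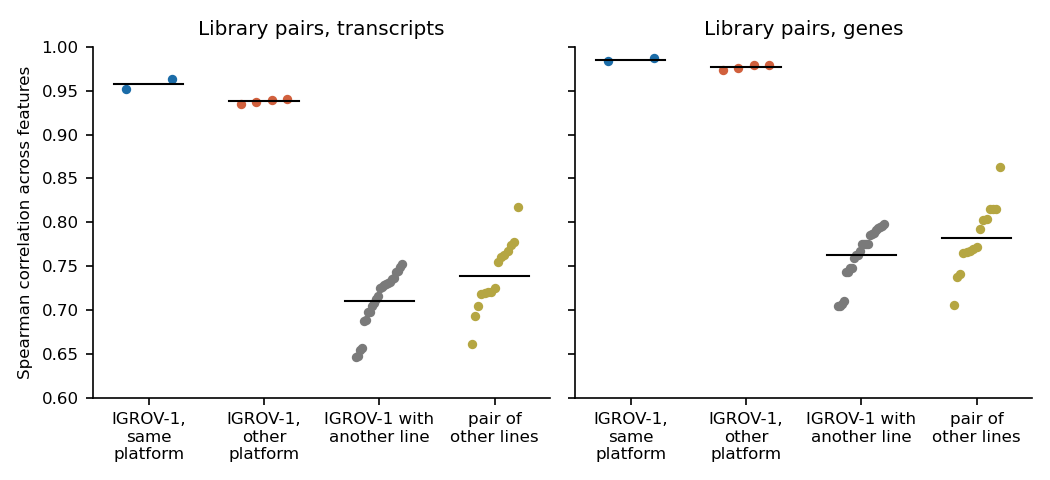
Spearman correlation (y axis) of every pair of libraries across 22032 transcripts (left) and 13369 genes (right), with 1 point per pair and a line at the mean of each kind of pair. IGROV-1 pairs on different instruments lie between 0.935 and 0.941 across transcripts, below the same-instrument pairs (0.952 and 0.964) and above every pair with another line (at most 0.752).

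Within IGROV-1, the mean correlation across transcripts was 0.938 over the 4 pairs on different instruments and 0.958 over the pairs on the same instrument, a difference of -0.019. Across genes the means were 0.977 and 0.985. With 3 ways to pair 4 libraries, an exact permutation test of this difference cannot go below p = 0.33, so the difference is given as a description. Its size moved most with a filter at 10 CPM, to -0.031 across transcripts, and without MinION replicate 1 or without MinION replicate 2 it was -0.013. Of the other lines, OVTOKO was nearest to all 4 IGROV-1 libraries (0.743 to 0.752 across transcripts) and OVKATE farthest (0.646 to 0.657). Pairs of other lines had a mean of 0.739 and ranged from 0.661 to 0.818, with COV362 and COV504 as the closest pair.

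The second question was which genes were measured differently by the instruments in the same line. Of 10041 genes tested in IGROV-1, 82 (0.82%) differed at an adjusted p under 0.05, 11 higher and 71 lower in the MinION libraries. Their median absolute log2 change was 1.34, from 0.74 to 12.53. In all 82 the groups did not overlap, as was the case for 47.7% of all tested genes and as chance gives for 33.3% with 2 against 2. Among alternatives that keep all libraries and use no block, the absence of a filter moved the number most, to 15 genes. The number also rested on single libraries. It was 4 without MinION replicate 2, 8 without MinION replicate 1, 35 without PromethION replicate 2 and 209 without PromethION replicate 1. No shared call changed sign under any of these.

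The 5 largest rises among the called genes were tested with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, like all adjusted p values here. RPL12P16 (ENSG00000204196, chromosome 2, 203190780 to 203191277), a processed pseudogene that can share reads with its parent gene, rose from 5.4 ± 1.5 to 23.8 ± 2.2 CPM (SD, n = 2 per group; log2 change 2.11, SE 0.28, edgeR Benjamini-Hochberg adjusted p = 0.015, range over its alternatives 0.00038 to 0.51). RTL8C (ENSG00000134590, chromosome X, 135032366 to 135033546) rose from 17.8 ± 0.2 to 45.2 ± 6.4 CPM (log2 change 1.30, SE 0.18, edgeR Benjamini-Hochberg adjusted p = 0.02, range 0.0011 to 0.5). SLC4A2 (ENSG00000164889, chromosome 7, 151058212 to 151076527) rose from 18.6 ± 4.0 to 46.2 ± 9.4 CPM (log2 change 1.26, SE 0.22, edgeR Benjamini-Hochberg adjusted p = 0.039, range 0.014 to 0.51). CRTAP (ENSG00000170275, chromosome 3, 33113979 to 33147773) rose from 46.9 ± 2.5 to 94.5 ± 6.7 CPM, a log2 change of 0.97. PDGFC (ENSG00000145431, chromosome 4, 156760454 to 156971394) rose from 57.0 ± 4.6 to 112.2 ± 5.2 CPM, a log2 change of 0.94. The last 2 genes had an SE of 0.14 and an edgeR Benjamini-Hochberg adjusted p of 0.022 each (ranges 0.0043 to 0.51 and 0.0032 to 0.51). None of the 5 rises was called without MinION replicate 1 (adjusted p 0.5 to 0.51, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment) or without MinION replicate 2 (0.39 each), or with no filter. The calls of RTL8C and SLC4A2 were also lost after thinning (edgeR Benjamini-Hochberg adjusted p = 0.053 and 0.089), and that of SLC4A2 with all 10 libraries in the fit (0.063). Without PromethION replicate 2 the calls of RTL8C (0.091), SLC4A2 (0.056), CRTAP (0.16) and PDGFC (0.18) were also lost, by the same edgeR Benjamini-Hochberg adjusted p.

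The 5 largest falls were all in genes for noncoding RNA. SNORA48 (ENSG00000209582, chromosome 17, 7574713 to 7574847), a small nucleolar RNA gene, had 251.4 ± 20.2 CPM on PromethION (SD, n = 2) and no count in either MinION library, at least 578-fold lower against the floor of 3 counts over the group (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 3.5e-06, range over its alternatives 8.1e-132 to 0.041). The gene annotated as 7SK (ENSG00000202198, chromosome 6, 52995620 to 52995950) fell from 62.1 ± 5.2 CPM to 0, at least 142-fold (edgeR Benjamini-Hochberg adjusted p = 3e-05, range 1.5e-56 to 0.067, the highest value without MinION replicate 2). FP236383.2 (ENSG00000280614, chromosome 21, 8393419 to 8394341) fell from 261.3 ± 8.3 to 0.6 ± 0.1 CPM (log2 change -8.75, SE 0.23, edgeR Benjamini-Hochberg adjusted p = 6.1e-07, range 3.8e-130 to 0.041). FP236383.3 (ENSG00000281181, chromosome 21, 8437629 to 8438551) fell from 279.5 ± 19.6 to 0.8 ± 1.1 CPM (log2 change -8.55, SE 0.38, edgeR Benjamini-Hochberg adjusted p = 1.1e-05, range 2.8e-133 to 0.041). These 2 genes have nearly equal counts and can share reads. FP236383.3 had 0 and 5 counts in the MinION libraries, and its log2 change ranged from -12.6 to -7.54 over its alternatives. The joined gene SCARNA2 and AL356488.2 (chromosome 1, 109100193 to 109100619) fell from 12.6 ± 3.4 CPM to 0, at least 29-fold (edgeR Benjamini-Hochberg adjusted p = 0.0063, range 9.4e-13 to 0.51). Its call was lost without MinION replicate 1 (adjusted p 0.51, edgeR with Benjamini-Hochberg adjustment), without MinION replicate 2 (0.39) and with no filter (0.14). In the 6 other PromethION libraries SNORA48 lay between 18.7 and 105.8 CPM and 7SK between 16.2 and 36 CPM.

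Both mitochondrial ribosomal RNA genes were among the 71 genes called lower. Their share of all counts was 10.04% ± 1.29 on PromethION and 1.08% ± 0.10 on MinION (SD, n = 2 each), a difference of -8.96 percentage points. Leaving out each library in turn gave differences between -9.87 and -8.05 points. The 6 other PromethION libraries had shares between 1.58% and 3.31%, with 95% Wilson intervals of at most 0.04 points to either side, all above both MinION libraries and below both IGROV-1 PromethION libraries. The share of mitochondrial protein-coding genes was 4.06% ± 0.22 on PromethION and 4.91% ± 0.61 on MinION. This sum covers changes in opposite directions. Among these genes MT-CO2 was called higher on MinION (739.0 and 792.5 CPM on PromethION, 1462.5 and 1531.3 on MinION). MT-ATP8 (537.4 and 502.6, then 66.3 and 109.7), MT-ND6 (161.5 and 167.5, then 57.0 and 83.1) and MT-ND5 (1545.9 and 1644.7, then 877.2 and 1095.6) were called lower. These 4 genes were singled out after their values were seen. Of the 82 called genes 58 were protein-coding, which is 0.60% of the 9683 tested, and 48 of these 58 were lower. The 9 called long intergenic noncoding RNA genes, 10.23% of the 88 tested, were all lower and include FP236383.2 and FP236383.3.

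**Figure D2:**
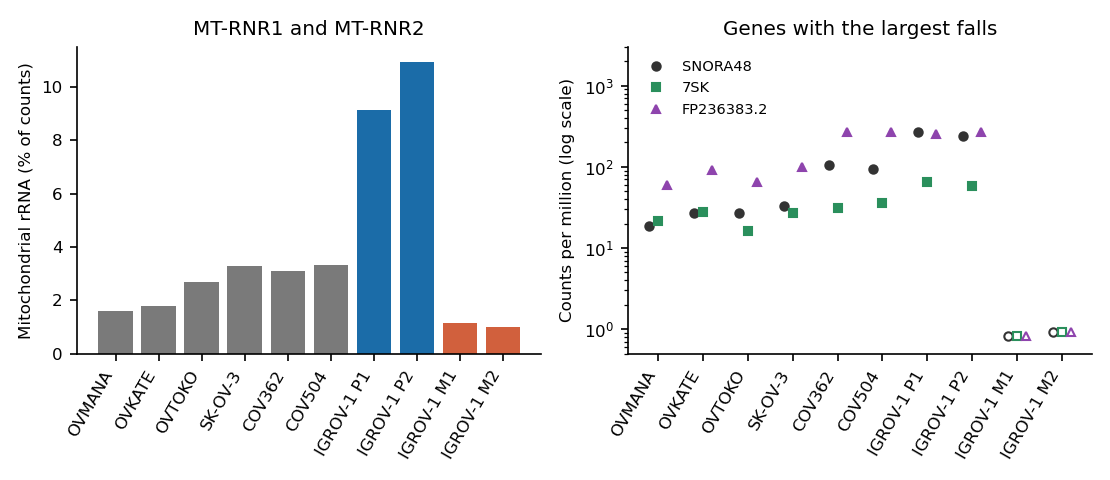
Left, share of counts from the 2 mitochondrial ribosomal RNA genes in each library (bars, % of counts). Right, CPM on a log axis for 3 of the genes with the largest falls, with filled symbols for measured values and open symbols at the library's floor of 3 counts where it had fewer than 3 counts. P marks IGROV-1 PromethION and M IGROV-1 MinION. The MinION libraries are at the floor for all 3 genes, and every PromethION library lies at 16.2 CPM or above.

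At the level of single transcripts, 321 of 14023 (2.29%) differed between instruments, 122 higher and 199 lower on MinION. They belonged to 289 genes, and 78 of the 82 called genes held a called transcript. Without a filter 17 transcripts were called, the largest move among alternatives that keep all libraries and use no block. Without MinION replicate 1 edgeR called 0, with 1511 at an unadjusted p under 0.05, and DESeq2 called 247 on all 4 libraries. Without MinION replicate 2 the number was 5, and without PromethION replicate 1 it was 675.

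Transcript usage, the share of a gene's counts that each of its transcripts takes, differed between instruments in 178 of 2979 genes tested, of which 2 were also called for their level. With a library left out, the number was 38 (without PromethION replicate 1), 40 (without PromethION replicate 2), 60 (without MinION replicate 1) and 61 (without MinION replicate 2). With all libraries and no block, only other size factors (177 genes) and the filter at 10 CPM (170 genes of 1308) were run for usage. Usage was not tested without a filter, after thinning, with DESeq2 or with all 10 libraries in the fit. In ID2 (ENSG00000115738) the transcript ENST00000396290 (chromosome 2, 8681983 to 8684451) took 8.0% ± 0.6 of the counts on PromethION and 63.5% ± 14.8 on MinION (SD, n = 2 each; edgeR usage test, Benjamini-Hochberg adjusted p = 0.0041, range over its alternatives 0.0024 to 0.11). This call was lost without PromethION replicate 1 (adjusted p 0.083, edgeR with Benjamini-Hochberg adjustment) and without PromethION replicate 2 (0.11). In PSMD8 (ENSG00000099341) ENST00000602911 (chromosome 19, 38374759 to 38383824) took 37.4% ± 2.4 on PromethION and 89.8% ± 3.2 on MinION (edgeR Benjamini-Hochberg adjusted p = 0.00037, range 0.00035 to 0.012). In TPI1 (ENSG00000111669) ENST00000229270 (chromosome 12, 6867119 to 6870948) took 49.5% ± 0.2 on PromethION and 3.4% ± 0.1 on MinION (edgeR Benjamini-Hochberg adjusted p = 7.8e-07, range 7.4e-07 to 0.00019). In the other 6 lines the share was 6.6% to 29.6% for ID2, 34% to 39.2% for PSMD8 and 45% to 49.8% for TPI1, all on PromethION. The gene counts behind these shares ranged from 54 to 4307 per library.

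**Figure D3:**
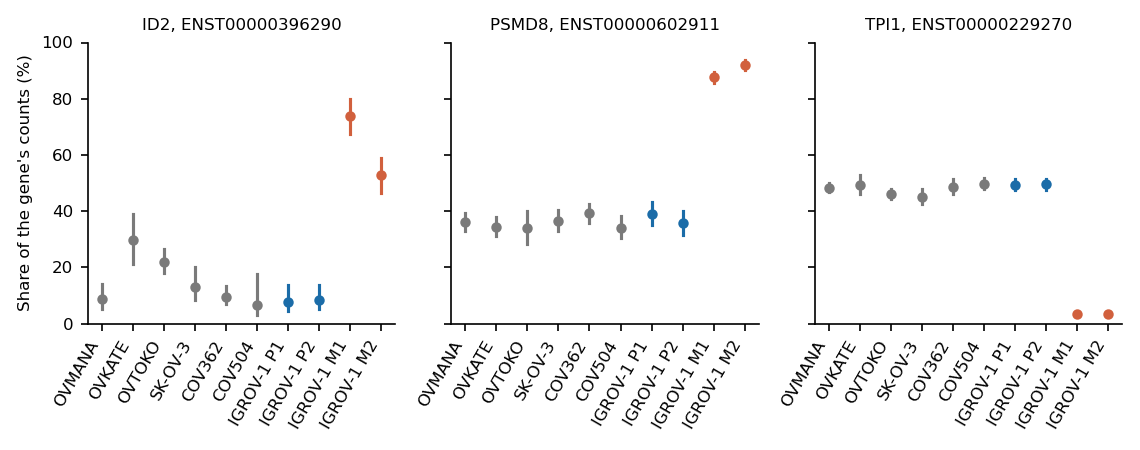
Share of the gene's counts (y axis, %) taken by a transcript of ID2, PSMD8 and TPI1 in each library, with 95% Wilson intervals as vertical lines. P marks IGROV-1 PromethION and M IGROV-1 MinION. The MinION libraries stand apart from all 8 PromethION libraries in each gene, at 53.0% and 74.0% for ID2, 87.6% and 92.1% for PSMD8, and 3.3% and 3.4% for TPI1.

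The log2 ratio of MinION over PromethION had a Spearman correlation of -0.116 with transcript length across 18845 transcripts. With the transcripts in 5 equal bins of length, its median fell from 0.16 in the shortest (135 to 1542 nt) to -0.03 in the longest (from 5031 nt). Ratios between single libraries gave -0.129, -0.194, 0.028 and -0.065. Ratios between replicates on the same instrument gave -0.107 (PromethION) and -0.192 (MinION). The sign of a ratio between replicates is arbitrary, and in size the trend between instruments was close to that of the PromethION replicates and smaller than that of the MinION replicates. With all libraries kept, a filter at 10 CPM moved it most, to -0.211. Without MinION replicate 1 it moved as far the other way, to -0.021. Without PromethION replicate 2 it was -0.051 and without MinION replicate 2 -0.184.

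The transcript with the most counts of a gene was compared between libraries, over genes with at least 50 counts and 2 or more transcripts. It differed in 4.99% ± 0.66 of genes between IGROV-1 libraries (SD over 6 pairs) and in 6.70% ± 0.83 between lines (39 pairs). Both means mix pairs on the same and on different instruments. Within IGROV-1 the share was 4.08% and 4.21% on the same instrument and 5.32% to 5.57% across instruments. Between lines it was 4.39% to 7.2% on PromethION alone and 6.23% to 8.4% with a MinION library. The pooled ranges of same-line and different-line pairs overlap. With instruments matched they did not, since same-line pairs lay below different-line pairs both within and across instruments. All same-line pairs come from IGROV-1. Pairs share libraries, so these SDs describe the pairs and no test was made. With a margin of at least 20 percentage points over the next transcript in both libraries, the setting that moved the shares most, they were 0.36% and 1.04%.

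Each other line was then compared with IGROV-1 PromethION over 13030 genes. At an adjusted p under 0.05 the numbers of genes were 4613 in OVMANA (2466 higher, 2147 lower), 6405 in OVKATE (3492 and 2913), 4443 in OVTOKO (2374 and 2069), 5446 in SK-OV-3 (2870 and 2576), 5544 in COV362 (3089 and 2455) and 5672 in COV504 (3124 and 2548). These are 34.1% to 49.2% of the genes tested, with median absolute log2 changes of 1.63 to 1.7. The alternative that moved the numbers most was DESeq2, which called 1442, 2116, 1314, 1672, 1587 and 1771 genes in the same order. Of these, 965 were higher and 477 lower in OVMANA, 1228 and 888 in OVKATE, 860 and 454 in OVTOKO, 919 and 753 in SK-OV-3, 1009 and 578 in COV362, and 1136 and 635 in COV504. The edgeR number for OVTOKO was 2890 without MinION replicate 1, a library outside the groups compared. Each line rests on 1 library, so these differences have no replicate check within the line, and all 6 comparisons share their IGROV-1 libraries.

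**Figure D4:**
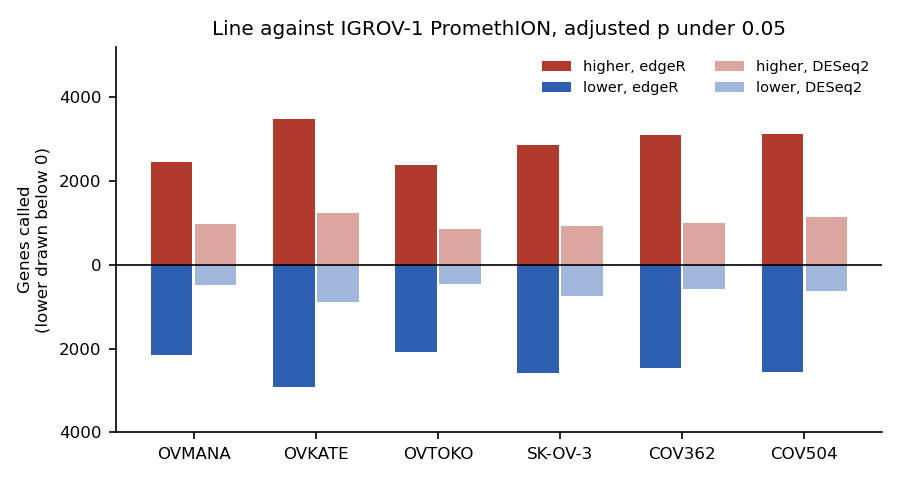
Number of genes called higher (above 0) and lower (below 0) in each line against IGROV-1 PromethION at an adjusted p under 0.05, by edgeR (dark bars) and DESeq2 (pale bars). OVKATE has the most calls with both tools, 6405 and 2116, and OVTOKO the fewest, 4443 and 1314.

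In each line the gene with the largest rise among those highest in that line had no count in either IGROV-1 PromethION library, and the folds below are lower bounds against the floor of 0.64 CPM (3 counts over the group). CXCL5 (ENSG00000163735, chromosome 4, 73995642 to 73998779) had 3009.9 CPM in OVMANA, at least 4684-fold higher (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 1.5e-06, highest value over its alternatives 0.0093). LCN2 (ENSG00000148346, chromosome 9, 128149071 to 128153455) had 1847.8 CPM in OVKATE, at least 2875-fold higher (edgeR Benjamini-Hochberg adjusted p = 1.9e-06, highest 0.0078). SLPI (ENSG00000124107, chromosome 20, 45252239 to 45254564) had 2082.9 CPM in OVTOKO, at least 3241-fold higher (edgeR Benjamini-Hochberg adjusted p = 2.2e-06, highest 0.01), and it was present in every other line at 168.5 CPM or more except IGROV-1. SPARC (ENSG00000113140, chromosome 5, 151661096 to 151687165) had 2042.6 CPM in SK-OV-3, at least 3179-fold higher (edgeR Benjamini-Hochberg adjusted p = 2.6e-06, highest 0.011). FAM107A (ENSG00000168309, chromosome 3, 58564117 to 58627610) had 318.1 CPM in COV362, at least 495-fold higher (edgeR Benjamini-Hochberg adjusted p = 8.4e-06, highest 0.013). RARRES2 (ENSG00000106538, chromosome 7, 150338319 to 150341674) had 1161.2 CPM in COV504, at least 1807-fold higher (edgeR Benjamini-Hochberg adjusted p = 2.7e-06, highest 0.0091).

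For IGROV-1, EPHA3 (ENSG00000044524, chromosome 3, 89107524 to 89482134) had 135.8 ± 1.1 CPM on PromethION and 168.4 ± 18.3 on MinION (SD, n = 2 each), against at most 0.4 CPM in another line. LIN28A (ENSG00000131914, chromosome 1, 26410778 to 26429722) had 141.2 ± 44.5 and 95.4 ± 21.5 CPM, and no count in any other line. RGS5 (ENSG00000143248, chromosome 1, 163142299 to 163321791) had 123.6 ± 20.2 and 157.5 ± 27.6 CPM, against at most 2.2 CPM in another line. The lowest IGROV-1 library exceeded the highest other library by 6.61, 6.34 and 5.10 on the log2(CPM + 1) scale for these genes. Genes with at least 10 CPM in every library of a line and under 1 CPM in all other libraries numbered 8 in IGROV-1, 16 in OVMANA, 46 in OVKATE, 17 in OVTOKO, 28 in SK-OV-3, 6 in COV362 and 18 in COV504.

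The preset list of 10 genes, fixed before the data were examined, gave 42 calls in 60 tests against IGROV-1 PromethION, and also 42 when adjusted over the list alone. Between instruments 4 of the genes could be tested and edgeR called 0, also 0 when adjusted over the list alone. VIM had the smallest p of the 4 (log2 change 0.36, SE 0.12, edgeR Benjamini-Hochberg adjusted p = 0.21, range over its alternatives without a block 0.2 to 0.77). PAX8 (ENSG00000125618) was expressed in all libraries, from 84.1 to 339.8 CPM. WT1 (ENSG00000184937) had 76.2 CPM in OVKATE, at least 118-fold above IGROV-1 PromethION (edgeR Benjamini-Hochberg adjusted p = 7.4e-05, highest over its alternatives 0.01), 0.4 CPM in COV362 and no count elsewhere. ERBB2 (ENSG00000141736, chromosome 17, 39687914 to 39728662) had 654.9 CPM in SK-OV-3 and 33.0 ± 9.8 in IGROV-1 PromethION (log2 change 4.08, SE 0.22, edgeR Benjamini-Hochberg adjusted p = 5.9e-06, highest 0.011), and it was lower in COV362 (log2 change -2.44, SE 0.37, edgeR Benjamini-Hochberg adjusted p = 0.0013, highest 0.034). VIM (ENSG00000026025) ranged from 351.2 CPM in OVKATE to 5964.1 in SK-OV-3, with 481.4 ± 33.8 in IGROV-1 PromethION.

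EPCAM (ENSG00000119888) had 0.6 ± 0.3 CPM in IGROV-1 PromethION, or 3 counts over both libraries, and was called higher in all 6 other lines, up to 1813.5 CPM in OVMANA. KRT7 (ENSG00000135480) had no count in IGROV-1 and 14.5 to 1693.5 CPM in the other lines, each called higher. CDH1 (ENSG00000039068) also had no count in IGROV-1 and 1.6 to 214.3 CPM elsewhere. Its calls at the lowest levels, in COV362 and OVTOKO (edgeR Benjamini-Hochberg adjusted p = 0.032 and 0.026), were lost without MinION replicate 1 or without MinION replicate 2, with an edgeR Benjamini-Hochberg adjusted p of 0.087 and 0.073 in COV362 and 0.086 and 0.07 in OVTOKO (ranges over alternatives 0.0057 to 0.11 and 0.0044 to 0.086). The COV362 call was also lost without PromethION replicate 1 (0.052) or without PromethION replicate 2 (0.053) in the same edgeR test with Benjamini-Hochberg adjustment. With no filter neither call was made (0.065 and 0.054 by edgeR with Benjamini-Hochberg adjustment), and in COV362 neither after thinning (0.11) nor by DESeq2 (0.074). XIST (ENSG00000229807) had 16.7 CPM in SK-OV-3 and 16.8 in COV362 and no count elsewhere, at least 26-fold higher in each, and neither was called by DESeq2 (adjusted p 0.12 and 0.1, against 0.0015 and 0.0011 by edgeR, both with Benjamini-Hochberg adjustment, ranges over alternatives 7.7e-08 to 0.12 and 4.6e-09 to 0.1). MUC16 (ENSG00000181143) was called higher in OVMANA, OVKATE, COV362 and COV504.

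**Figure D5:**
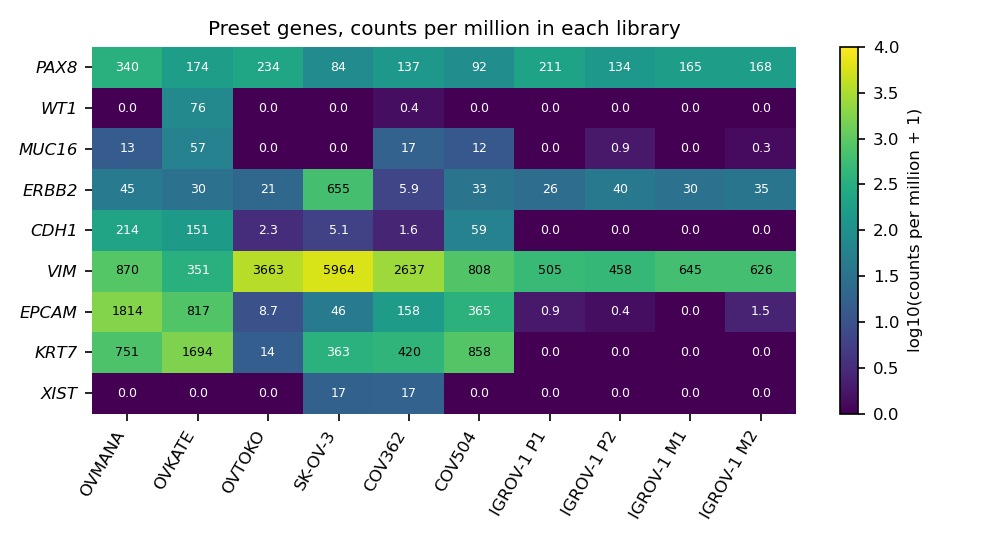
CPM of 9 of the 10 preset genes in each library, written in each cell and coloured by log10(CPM + 1). P marks IGROV-1 PromethION and M IGROV-1 MinION. The highest value is VIM at 5964.1 CPM in SK-OV-3, and KRT7 and CDH1 are at 0 in all 4 IGROV-1 libraries.

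Among 1301 genes with at least 100 counts in every library and several transcripts, 3 had the largest differences in transcript share between IGROV-1 and another line. In the joined gene SPINT2, AC011479.1 and C19orf33, ENST00000301244 (chromosome 19, 38264458 to 38292614) took 71.2% of counts in COV504 (95% Wilson interval 69.0 to 73.3) and 0.1% to 1.1% in the IGROV-1 libraries, where the gene had 152 to 300 counts. It took 36.5% or more in each of the 6 other lines, so IGROV-1 stood apart from all of them. This share is of counts pooled over the joined genes, and the transcript had at most 2 counts in an IGROV-1 library. A lower level of a single joined gene would give the same share, so this need not be a change of transcript within a gene. In UGP2 (ENSG00000169764), ENST00000394417 (chromosome 2, 63840940 to 63891562) took 89.6% in OVMANA (83.0 to 93.6) and 31.7% to 35.9% in IGROV-1. It took 69.8% or more in each of the 6 other lines, and IGROV-1 stood apart here too. In NDUFS5 (ENSG00000168653), ENST00000372969 (chromosome 1, 39026318 to 39034636) took 56.2% in COV362 (53.1 to 59.2) and 1.2% to 2.6% in IGROV-1, with 2.2% in OVKATE (1.4 to 3.3) and 24.3% or more in each of the other 5 lines. These differences were chosen by size and not tested. All exceeded the spread over the 4 IGROV-1 libraries.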

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

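The alternatives here were fixed before the data were examined, except the fits without mitochondrial genes and the leave-one-out values of the mitochondrial ribosomal RNA share (-9.87 to -8.05 points), which were tests chosen after the results were seen. No called gene, transcript or comparison named here changed its direction under an alternative. The alternative restricted to annotated transcripts would change nothing, because every deposited transcript carries an annotated identifier. Other pseudocounts apply only to the correlations, since the count tests need none.

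The numbers of genes and transcripts that differed between instruments depended strongly on the settings. The number of genes (82) was 15 with no filter, 53 after thinning to equal depth and 49 with all 10 libraries in the fit. All 15, 52 of the 53 and all 49 were among the 82. With no filter 16485 genes were tested in place of 10041, and the cause of the lower number was not tested further. Leaving out a library gave 4 to 209 genes. The lowest values were 4 without MinION replicate 2 and 8 without MinION replicate 1, then 35 without PromethION replicate 2, and the highest was without PromethION replicate 1. These fits have fewer samples, with a lone library assumed to vary like the other group. Transcripts (321) behaved likewise, with 17 under no filter, 138 with all 10 libraries and 0 to 675 with a library left out (0 without MinION replicate 1, where 1511 had an unadjusted p under 0.05, 5 without MinION replicate 2, and 675 without PromethION replicate 1). Genes with changed usage (178) numbered 38 to 61 with a library left out, from 38 without PromethION replicate 1 and 40 without PromethION replicate 2 to 60 and 61 without MinION replicate 1 and 2. Size factors, a filter at 10 CPM, DESeq2 and removal of mitochondrial genes kept the gene and transcript counts within 1.5 times.

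The replicate number as a block gave 1979 genes (1019 higher and 960 lower, so not mostly lower as without it), 2291 transcripts and 234 genes with changed usage, including all 82 genes and all 321 transcripts called without it. Of the preset genes VIM was called between instruments only with the block (log2 change 0.36, edgeR Benjamini-Hochberg adjusted p = 3e-06, against 0.2 to 0.77 over its other alternatives). The labels do not say that equal numbers pair the libraries. Across transcripts the Spearman correlation was 0.941 and 0.940 for pairs of equal number on different instruments and 0.937 and 0.935 for the others. Differences between replicate 1 and replicate 2 correlated between instruments across genes (Pearson 0.49 over 7810 genes), and with 2 pairs this cannot establish pairing. Removal of a trend with transcript length left the correlation at 0.46, which argues against a shared length trend as its main source. The paired results are therefore not used elsewhere.

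In the line comparisons DESeq2 called 1442 genes in OVMANA, 2116 in OVKATE, 1314 in OVTOKO, 1672 in SK-OV-3, 1587 in COV362 and 1771 in COV504, and 28.6% to 33.0% of the edgeR calls were kept. The cause was not tested. For OVTOKO leaving out a library gave 2890 to 4398 genes, the lowest without MinION replicate 1. For the other lines and alternatives the counts stayed within 1.5 times, and no shared call changed sign.

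The difference between same-line and different-line correlations stayed between 0.136 and 0.326 across transcripts and between 0.126 and 0.307 across genes. The exact permutation p was 0.0048 for the alternatives on all 10 libraries, and 0.0119 with a library left out, each the smallest possible. The cross-instrument difference of -0.019 was -0.016 by Pearson correlation on log2(CPM + 1), -0.01 with no filter, -0.031 at 10 CPM, and -0.025 to -0.013 with a library left out, with -0.013 without either MinION library. The length trend was -0.211 at 10 CPM and -0.184 to -0.021 with a library left out, the latter without MinION replicate 1 and -0.051 without PromethION replicate 2. The median of detected transcripts was 16552 at 5 counts. A change of dominant transcript was seen in 2.7% (same line) and 4.68% (different lines) of genes at 200 counts per gene, and in 0.36% and 1.04% with the 20-point margin. The causes were not tested.

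Among the 10 genes named for the instruments, 17 of 40 leave-one-out values, in 7 genes, and 9 of 70 other values, in 6 genes, lost their call. The 6 genes named for a line kept their calls in all 24 leave-one-out values and all 36 others. For the preset genes 20 leave-one-out values lost and 6 gained a call of 256, and 12 of 387 others lost one. Of the 12 leave-one-out values for usage 2 lost their call, both in ID2. Of the 12 for the IGROV-1 genes 1 moved, RGS5 from 5.10 to 5.43 without PromethION replicate 1. A log2 change of 0.5 was mostly missed on simulated data (3.5% recovered for genes, with changes placed at 10 CPM or more). Differences of that size were thus mostly not detectable with 2 libraries per instrument and no block.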

Other observations

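The tests of IGROV-1 material, loss of short RNA, the shares in the other lines, 5′ truncation and chance adjacency were chosen after the results were seen, and the tests of poly(A) capture, S phase and the ERBB2 region were written down before their values. The decision rules for loss of short RNA, S phase, the shares in other lines and 5′ truncation were settled after their values were seen. The 4 genes in COV504 and the CDKN2A locus were also chosen after their values were seen.

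RNA classes without a poly(A) tail, or with a short one, were lower in the MinION libraries. Of the 6 tested genes for small nucleolar, Cajal body, miscellaneous and mitochondrial ribosomal RNA, all were lower and 5 were called. A property of the IGROV-1 material used for PromethION is argued against as the whole cause, because 100% of these genes with at least 1 CPM on average (7 of 7) were higher in the 6 other PromethION libraries, by their median, than in both MinION libraries, against 46.2% of 12380 protein-coding genes. IGROV-1 PromethION also lay above the other lines in mitochondrial ribosomal RNA and in the small nucleolar, Cajal body and miscellaneous RNA classes. The small nucleolar class had 275.1 and 246.6 CPM there, against 21.4 to 111.3 in the other lines. The miscellaneous class had 74.3 and 66.6 CPM, against 29.5 to 57.4. Part of the size may therefore belong to that material. Loss of short RNA is argued against for the mitochondrial ribosomal RNAs, which are 954 and 1559 nt long. Of the 411 tested protein-coding genes no longer than the shorter of them, 1.22% were lower by as much as the longer one (a log2 change of -2.81), and their median was 0.16. For the smaller RNAs loss of short RNA stays open. The 62 tested protein-coding genes of at most 600 nt had a median log2 change of 0.07, but they went both ways (38 higher, 24 lower, 4 called lower), and only 1 was as short as 7SK. Less capture of RNA without a poly(A) tail in the MinION libraries predicted lower replication-dependent histone genes, whose main messenger RNA ends without a tail. The 13 tested histone genes, found by symbol, had a median log2 change of -1.74, with 11 lower and 6 called lower. Of random lists of like expression 95% lay between -0.29 and 0.22. Setting the 2 genes at 0 to the floor over both MinION libraries left the median at -1.74. This is no separate check, since a median hardly depends on its extreme values. The size depends on low genes and on single libraries, since the median was -0.47 over the 6 genes left by the filter at 10 CPM, -1.05 without PromethION replicate 1 and -2.60 without MinION replicate 2. Fewer cells in S phase in the MinION material predicted a lower S-phase list. Of a list of 20, the 18 tested genes had a median at percentile 31.1 of random lists, and edgeR called 0. They went both ways, 9 of them lower, and all lay between -0.51 and 0.51 on the log2 scale. Their median stayed within the random-list bounds of -0.13 and 0.18, against the histone median of -1.74. This argues against fewer cells in S phase as the source of a histone fall of that size. A smaller contribution is not excluded, since the histone median was -0.47 under the filter at 10 CPM. A candidate explanation of the pattern in these classes and the histone genes is that the MinION libraries took up less RNA without a tail. Beyond the histone genes it was not tested for the 48 protein-coding genes among the 71 called lower. Such uptake would act through a step of RNA or library preparation that the labels do not record. Since all MinION libraries come from IGROV-1, the instrument itself and such a step were not separated.

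The transcript shares that differed between instruments in IGROV-1 were compared with the other lines. Over the 178 genes, the most shifted transcript had a share nearer to the IGROV-1 PromethION than to the MinION value in 69.6% of 1001 cases in the 6 other PromethION libraries, with 66.1% to 72.3% per library. These transcripts were chosen for their shift in IGROV-1, and no other line was run on MinION, so whether the difference would appear in other lines stays open. Reads that stop short of the 5′ end more often in the MinION libraries are a possible explanation that cannot be told apart from others. Read positions were not available. The ends of a gene here are means of its annotated transcript ends, weighted by counts, so shifts are among annotated transcripts. Outside the 3 named genes, the 5′ end lay further downstream on MinION in 656 and further upstream in 423 of 2282 genes. Among genes that separate the instruments, 60.8% lay downstream. The other ways to split the 4 libraries gave 45.6% and 42.7%. Which pair comes first in those splits is arbitrary, so only their distance from an even split can be compared. The prediction that the 3′ end would shift less often was not met, since it lay downstream in only 36.3%, so that both ends moved inward. Among shifts of at least 50 nt the 5′ end moved downstream in 192 and upstream in 72 genes, and the 3′ end in 129 and 158, which leaves the explanation open. In 122 of these genes usage was changed, and they were chosen for their shift. Of those that separate the instruments, the 5′ end lay downstream in 71.0% and the 3′ end in 25.5%. Among their shifts of at least 50 nt, the 5′ end moved downstream in 38 and upstream in 3 genes, and the 3′ end in 9 and 31. Both ends moved inward here too, so the explanation stays open for these genes as well. No biological explanation was tested, since both groups are the same line.

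ERBB2 was higher in SK-OV-3, and so were its neighbours. Of the 12 other tested genes within 250 kb, 11 were higher than in IGROV-1 PromethION and 8 were called. Their median log2 change of 1.74 lay at percentile 99.9 of 10000 random lists of like expression, 95% of which lay between -0.81 and 0.83. The 2 genes at 0 in both IGROV-1 PromethION libraries had the largest log2 changes (PPP1R1B 13.48, PNMT 8.66). Setting them to the floor left the median at 1.74, which is no separate check, since a median hardly depends on its extreme values. PPP1R1B had 675.6 CPM in SK-OV-3 and at most 0.4 elsewhere, and STARD3 329.2 CPM against 11.2 to 30.7 elsewhere. MED1, CDK12 and AC009283.1 were not called, with log2 changes of 0.24, 0.34 and 1.26, and neither was GSDMB, which was lower (-1.11). This is consistent with a raised level of the whole chromosome region around ERBB2 in this line, as extra copies of the region would give. Copy number was not measured, and a shared regulatory change would give the same values. In COV362, where ERBB2 was lower, the neighbours lay at percentile 1.26, which was not part of the prediction. Each line is a single library.

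In COV504, 4 adjacent genes that had at least 5 CPM in every other library had no count: ATP5S, SAV1, NIN and PYGL, on chromosome 14 from 50312329 to 50944736. PYGL had 18.8 to 282.7 CPM elsewhere and NIN 13.4 to 66.6. Chance adjacency of silent genes is argued against, because 0 of 10000 random placements of the near-0 genes of each of the 6 lines gave a run of 4, the longest being 3. Other explanations of this run are not reported here, so why the genes had no count stays open. The pattern rests on 1 library.

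At the CDKN2A locus on chromosome 9 (21967753 to 21995301) the gene had no count in OVTOKO and COV504 and 1 count in SK-OV-3, against 289.1 CPM in OVMANA, 127.6 in OVKATE, 434.5 in COV362 and 62.4 to 122.7 in IGROV-1. The adjacent CDKN2B also had no count in OVTOKO, SK-OV-3 and COV504, and 0.3 to 8.3 CPM in the other libraries.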
